# FDXR drives primary and endocrine-resistant tumor cell growth in ER+ breast cancer via CPT1A-mediated fatty acid oxidation

**DOI:** 10.3389/fonc.2023.1105117

**Published:** 2023-05-03

**Authors:** Chaojun Yan, Ronghui Gao, Chuan Gao, Kai Hong, Meng Cheng, Xiaojing Liu, Qing Zhang, Jing Zhang

**Keywords:** breast cancer, endocrine resistance, ferredoxin reductase, palmitoyltransferase 1A, fatty acid oxidation, combination therapy

## Abstract

**Background:**

The majority of breast cancers (BCs) expressing estrogen receptor (ER) have shown endocrine resistance. Our previous study demonstrated that ferredoxin reductase (FDXR) promoted mitochondrial function and ER+ breast tumorigenesis. But the underlying mechanism is not clear.

**Methods:**

Liquid chromatography (LC) tandem mass spectrometry (MS/MS)-based metabolite profiling was utilized to reveal the metabolites regulated by FDXR. RNA microarray was utilized to determine the potential downstream targets of FDXR. Seahorse XF24 analyzer was performed to analyze the FAO-mediated oxygen consumption rate (OCR). Q-PCR and western blotting assays were used to measure expression levels of FDXR and CPT1A. MTS, 2D colony formation and anchorage-independent growth assays were used to evaluate the effects of FDXR or drug treatments on tumor cell growth of primary or endocrine-resistant breast cancer cells.

**Results:**

We found that depletion of FDXR inhibited fatty acid oxidation (FAO) by suppressing CPT1A expression. Endocrine treatment increased the expression levels of both FDXR and CPT1A. Further, we showed that depletion of FDXR or FAO inhibitor etomoxir treatment reduced primary and endocrine-resistant breast cancer cell growth. Therapeutically, combining endocrine therapy with FAO inhibitor etomoxir synergistically inhibits primary and endocrine-resistant breast cancer cell growth.

**Discussion:**

We reveal that the FDXR-CPT1A-FAO signaling axis is essential for primary and endocrine-resistant breast cancer cell growth, thus providing a potential combinatory therapy against endocrine resistance in ER+ breast cancer.

## Introduction

Breast cancer is the leading cause of cancer death among women. Approximately 75% of breast cancer is estrogen receptor-positive (ER+), which leads to the majority of breast cancer deaths (1–3). Despite treatment with antiestrogen therapy, up to 50% of patients with ER+ breast cancer do not benefit from these treatments due to intrinsic or acquired resistance (4–9). Recently, scientists have elucidated altered molecular signal transduction pathways and genetic driver mutations involved in the development of endocrine resistance, thereby identifying novel therapeutic targets to improve patient outcomes, such as mTOR inhibitors or cyclin-dependent kinase (CDK) 4/6 inhibitors; however, there are also similar problems with intrinsic or acquired resistance in patients (10–19), highlighting the urgent need for additional effective therapies.

Altered metabolism, which tumorigenesis heavily depends on to support uncontrolled cell proliferation, is a hallmark of cancer (20, 21). Cancer metabolic programs include the reprogramming of glycolysis, glutaminolysis, oxidative phosphorylation, fatty acid metabolism, and one-carbon metabolism, which provide essential energy, biosynthesis factors and intermediates for tumor growth, division and redox homeostasis (22). Therefore, tumor cell metabolism has been considered the Achilles’ heel of cancer and is a successful therapeutic target (23–25). For example, the mitochondrial complex I inhibitor metformin is approved for the treatment of type 2 diabetes and has been reported to possess anticancer activity in various investigations and clinical trials (26–30). The fatty acid oxidation inhibitor perhexiline is approved to treat angina and exhibits anticancer effects *in vitro* and *in vivo* (31–33). Although targeting cancer metabolic alterations holds promise, identifying novel predictive biomarkers is needed to lead to precision therapy (23).

Emerging evidence has shown that tumor cells derive most of their ATP from mitochondria-mediated oxidative phosphorylation that is mainly driven by glucose metabolism, glutaminolysis and fatty acid oxidation (34–38). Recent evidence has demonstrated that mitochondrial oxidative metabolism drives therapeutic resistance, suggesting an important role of mitochondrial inhibitors in preventing cancer progression (39, 40). ER+ breast cancer cells depend more on mitochondrial function to provide the essential ATP needed for survival than other subtypes of breast cancer (35, 41). Therefore, identifying the mechanisms that control mitochondrial function in ER+ breast cancer will potentially lead to the development of novel therapeutic interventions. Research from our group and others has demonstrated that the proline hydroxylase EglN2 is an estrogen-responsive gene that is highly expressed in ER+ breast cancer, including luminal A and B subtypes, and contributes to breast tumorigenesis (42, 43). We also discovered a novel function of EglN2 as a transcription coactivator that interacts with NRF1 and PGC1α to maintain mitochondrial function during hypoxia (44). FDXR, a mitochondrial flavoprotein, is known to initiate electron transport for cytochrome p450 from NADPH, leading to increased reactive oxygen species (ROS) production (45–47), and acts as a key downstream target gene of the EglN2-NRF1-PGC1α complex, which modulates mitochondrial function and cell proliferation in ER+ breast cancer cells (44). However, the mechanism by which FDXR regulates altered mitochondrial function and supports ER+ breast tumorigenesis is poorly defined.

Here, through an integrative targeted metabolomics assay and gene expression profiling, we showed that FDXR promoted fatty acid oxidation (FAO) by positively regulating CPT1A expression and illustrated that the FDXR-CPT1A-FAO axis was responsible for primary and endocrine-resistant breast cancer cell growth. Furthermore, combined endocrine therapy with FAO inhibitors exerted a synergistic effect on primary and endocrine-resistant breast tumor cell growth. We identified a new FDXR-CPT1A-FAO signaling axis as a promising target for the development of therapies against endocrine resistance in ER+ breast cancer.

## Materials and methods

### Cell culture and reagents

MCF7 and 293T cells were cultured in Dulbecco’s modified Eagle medium (DMEM, Sigma−Aldrich) containing 10% fetal bovine serum (FBS) plus 1% penicillin–streptomycin. T47D cells were cultured in RPMI-1640 (Sigma−Aldrich) containing 10% fetal bovine serum with 1% penicillin–streptomycin. Tamoxifen- or fulvestrant-resistant T47D or MCF7 cells were developed by continuous treatment with tamoxifen (100 nM, > 6 months) or fulvestrant (100 nM, > 4 months), the resistant derivatives were selected when the initially sensitive cells resumed the comparable growth rates to the parental cells, and these cells were cultured in phenol-red free RPMI-1640 medium (Gibco) containing 10% heat-inactivated charcoal-stripped FBS, 1% penicillin–streptomycin and 100 nM 4-OH-tamoxifen or fulvestrant (48, 49). Following viral infection, the cells were maintained in the presence of G418 (100 μg/mL) or puromycin (2 μg/mL) depending on the vector. All cells were maintained in an incubator at 37°C and 5% CO_2_. 4-OH-tamoxifen, fulvestrant and etomoxir were obtained from Sigma−Aldrich. DMNQ and TEMPO were purchased from Selleck.

### Western blotting and antibodies

EBC buffer (50 mM Tris pH 8.0, 120 mM NaCl, 0.5% NP40, 0.1 mM EDTA and 10% glycerol) supplemented with complete protease inhibitor (Roche Applied Biosciences) was used to harvest whole cell lysates. Cell lysate concentrations were measured by the Bradford assay (ThermoFisher Scientific), and equal amounts of proteins were loaded onto an SDS-polyacrylamide gel, separated by electrophoresis and blotted onto a nitrocellulose membrane (Millipore). Rabbit FDXR (15584-1-AP) and CPT1A antibodies (15184-1-AP) were purchased from Proteintech. Mouse Vinculin (V9131) and mouse Flag (F3165) antibodies were purchased from Sigma−Aldrich. Peroxidase-conjugated goat anti-mouse (170-6516) and peroxidase-conjugated goat anti-rabbit (1706515) secondary antibodies were purchased from Bio-Rad.

### Plasmids

Full-length FLAG and HA double-tagged FDXR was amplified by PCR and cloned into the pBABE-puro vector. A KOD-Plus Mutagenesis Kit (SMK-101, TOYOBO) was used to construct FDXR mutants. All plasmids were sequenced to confirm validity.

### Virus production and infection

293T packaging cell lines were used for lentiviral amplification. Lentiviral infection was carried out as previously described (50). Briefly, posttransfection with Lipofectamine 3000, viruses were collected at 48 and 72 h. After being passed through 0.45 μm filters, appropriate amounts of viruses were used to infect target cells in the presence of 8 μg/ml polybrene (Sigma−Aldrich). Subsequently, target cell lines underwent appropriate antibiotic selection.

### siRNAs and lentiviral shRNA vectors

Nontargeting siRNA was obtained from Dharmacon (catalog number: D0012100220). FDXR siRNA (FDXR si434) with the targeting sequence GCUCAGCAGCAUUGGGUAUAA was obtained from Dharmacon.

Lentiviral FDXR shRNAs were obtained from the Broad Institute TRC shRNA library. The target sequences are as follows:

Ctrl shRNA: AACAGTCGCGTTTGC GACTGG;
FDXR (434): GCTCAGCAGCATTGGGTATAA;
FDXR (433): CCATTTCTCCACACAGGAGAA.

### Oxygen consumption rate (OCR) measurement

Extracellular oxygen consumption was determined by measuring the OCRs using a Seahorse XF24 extracellular flux analyzer (Seahorse Bioscience). Approximately 1 × 10^5^ of the indicated cells were seeded into an XF24 cell culture microplate 24 h before the assay. For OCR analysis, baseline mitochondrial respiration was established by recording extracellular oxygen concentrations at several time points. Respiration not linked to mitochondrial ATP synthesis was measured after adding 1 μM oligomycin through an automated injection port of the XF24. Uncoupled respiration measurements were obtained after adding 1 μM FCCP.

### Metabolomics analysis

Intracellular metabolites were prepared and analyzed by LC−MS/MS as described previously (51). Briefly, cells were cultured in 6-well plates (1×10^6^), and the plates were placed on dry ice immediately after the medium was aspirated. Then, 1 ml of 80% methanol/water (precooled at -80°C for at least 1 hour) was added. The plates were transferred to a -80°C freezer for 15 minutes to further inactivate enzymes. Then, the cells were scraped into 80% methanol/water on dry ice and centrifuged at 20,000×*g* for 10 minutes at 4°C. The supernatant was transferred into a new tube and dried with a speed vacuum at room temperature. Finally, the dry pellets were stored at -80°C for further LC−MS/MS analysis (Vanquish, Thermo Fisher Scientific).

### Cell proliferation assays

Tamoxifen- or fulvestrant-resistant T47D or MCF7 cells were plated in triplicate in 96-well plates (3,000 cells/well) in the appropriate growth medium. At the indicated time points, the cells were placed in 90 μl of fresh growth medium supplemented with 10 μl of MTS reagents (Promega) and incubated at 37°C for 2 h. The absorbance value was measured at 490 nm using a 96-well plate reader. The experiments were repeated three times with similar results.

### Colony formation assays

T47D-, MCF7-, tamoxifen- or fulvestrant-resistant cells were trypsinized and plated in triplicate in 6-well dishes (5,000 cells/well). At the indicated time points, the cells were fixed with 4% paraformaldehyde for 15 min at 37°C and then stained with 0.02% crystal violet.

### Anchorage-independent growth assays

Tamoxifen- or fulvestrant-resistant T47D or MCF7 cells were plated at a density of 5,000 cells per ml in complete medium with 0.4% agarose on layers composed of medium with 1% agarose and incubated at 4°C for 10 min. Afterward, the cells were moved to a 37°C incubator. Every 4 days, three drops of complete media were added to the plate. After 2 weeks, the extra liquid on the plate was aspirated, 1 ml of medium was added to each well, and colonies were stained with 100 μg/ml iodonitrotetrazolium chloride solution. The cell culture plates were returned to the incubator overnight, after which the number of foci were counted. The experiments were repeated three times with similar results.

### Bioinformatics analyses of metabolomics data

The metabolomics data were analyzed by R statistical software version 4.1.3. MSEA was performed using MetaboAnalyst (https://www.metaboanalyst.ca/). Differentially regulated metabolites were identified by the edgeR package (v3.36.0) (https://doi.org/10.1093/bioinformatics/btp616) with the thresholds of FDXRsh434/ctrl greater than 1.2 or less than 0.8 following an adjusted p value < 0.05. The heatmaps were drawn with the ComplexHeatmap package (v2.10.0) (https://doi.org/10.1093/bioinformatics/btw313).

### Bioinformatics analyses of the gene expression profile

The gene expression profile was analyzed by R statistical software version 4.1.3. GSEA based on hallmarks was performed using GSEA software (v4.2.3) (https://doi.org/10.1073/pnas.0506580102). Differentially regulated genes were identified by using the limma package (v3.50.3) (https://doi.org/10.1093/nar/gkv007) with an adjusted p value < 0.05. We selected biological process (BP) of GO analysis with the clusterProfiler package (v4.2.2) (https://doi.org/10.1089/omi.2011.0118) in the study. The connection between the significantly enriched fatty acid metabolism GO terms and participating genes was analyzed by the ComplexHeatmap package (v2.10.0).

### Statistical analyses of TCGA and METABRIC datasets

Statistical analyses of these clinical datasets was analyzed by R statistical software version 4.1.3. Survival analyses and Cox proportional hazards models were constructed by using the survival package (v3.5-5). The Kaplan-Meier Curves were drawn with the survminer package (v0.4.9).

### Statistical analysis

The unpaired two-tailed Student’s *t* test was used for experiments comparing two sets of data. The data are presented as the mean ± SEM from three independent experiments. *, **, and *** denote *P* values < 0.05, 0.01, and 0.005, respectively. NS denotes not significant.

### Data availability

The gene expression microarray discussed in this paper have been deposited in NCBI’s Gene Expression Omnibus (GEO) under the accession number GSE217902 and the password is ulgfqumujhkvvqn (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE217902).

The relevant code for R statistical analyses is provided online through https://github.com/whumri-grh/FDXR-Drives-Primary-and-Endocrine-Resistant-1-Tumor-Cell-Growth-in-ER-Breast-Cancer-via-CPT1A-Media.git

## Results

### FDXR is required for fatty acid oxidation and CPT1A expression

We previously reported that FDXR acts as a downstream target gene of the EglN2-NRF1-PGC1α complex to maintain mitochondrial function (44). To explore the mechanism by which FDXR regulates mitochondrial function in breast cancer cells, we performed liquid chromatography (LC) tandem mass spectrometry (MS/MS)-based metabolite profiling in FDXR-knockdown (KD) T47D human ER+ breast cancer cells (**Supplementary Figure 1A**; **Supplementary Table 1**). Among the identified small metabolites, 46 metabolites were significantly decreased and 35 metabolites were significantly increased by FDXR KD (**Supplementary Figure 1B**; **Supplementary Table 2**). Metabolite set enrichment analysis showed that pyrimidine metabolism, aspartate metabolism, glutathione metabolism, glutamate metabolism and fatty acid metabolism were enriched among groups that were positively regulated by FDXR (**Figure 1A**). Among these decreased metabolites, one-third were involved in fatty acid metabolism, and almost all of them belonged to acyl-carnitine (**Figure 1B**; **Supplementary Table 3**). Moreover, gene expression profiling of FDXR KD T47D cells showed that a set of metabolism-related genes were positively regulated by FDXR (**Supplementary Figure 1C**; **Supplementary Table 4**). 

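Gene expression was profiled in T47D, a human ER+ breast cancer cell line, infected with virus encoding Ctrl shRNA or FDXR sh434, a hairpin against the mRNA of ferredoxin reductase. Total RNA of 2 samples per condition, which the submitters label as biological replicates, was hybridised to 4 Affymetrix arrays. The source names of 3 of the arrays give cell line names other than T47D, while the paper and the growth protocol of all 4 name T47D. The authors deposited log2 signals of 38598 probes, each probe standing for a transcript cluster, and the method that summarised and normalized them is not given in the sources used here. The median log2 signal was 4.76 and 4.78 on the Ctrl shRNA arrays and 4.76 and 4.77 on the FDXR sh434 arrays. Across probes, which are not independent replicates, the Pearson correlation was 0.991 between the Ctrl shRNA arrays, 0.994 between the FDXR sh434 arrays and 0.987 to 0.988 between arrays of different conditions. The annotation gives 1 gene symbol for 15715 probes and none for 22883, and Supplementary Tables 4 and 5 name 36 more. No probe is named FDXR in these sources, so the depletion of FDXR mRNA was not analysed here.
Differential expression was tested with limma on the deposited log2 values, FDXR sh434 against Ctrl shRNA, with Benjamini-Hochberg adjustment over all 38598 probes. At an adjusted p under 0.05, 115 probes were higher and 155 were lower in FDXR sh434 cells. The spread between arrays of the same condition depended on the signal, with a median residual SD of 0.162 among the dimmest 9650 probes and 0.0728 among the brightest 9650. When limma let the spread follow the signal, with robust estimation, 1937 probes were higher and 1318 lower, among them all 270 of the fit without this trend. Without any 1 of the 4 arrays, limma without the trend called 0 probes, while 3839 to 6823 probes had an unadjusted p under 0.05, and limma with the intensity trend called 571 to 2933, a setting added after seeing the data.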

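The 68 metabolism-related genes of Supplementary Table 4 had a median log2 fold change of -0.73 in FDXR sh434 cells, and 15 of them were lower at an adjusted p under 0.05 from limma. The acute-phase apolipoprotein gene SAA2 fell from a log2 signal of 6.21 ± 0.12 to 3.86 ± 0.17 (SD, n = 2 arrays each), a log2 fold change of -2.35 (standard error 0.134, adjusted p = 0.0181 from limma). IGFBP4, which binds insulin-like growth factors, had a log2 fold change of -1.04 (standard error 0.105, adjusted p = 0.0306), and COL12A1, a chain of type XII collagen, one of -1.07 (standard error 0.107, adjusted p = 0.03).
The other 53 genes did not pass. Among them, the log2 fold change was -0.81 for RRM1, the large subunit of ribonucleotide reductase (adjusted p = 0.0586), and -0.65 for TYMS, the thymidylate synthase (adjusted p = 0.0775). It was -0.80 for PDK4, a kinase that inhibits pyruvate dehydrogenase (adjusted p = 0.0526), and -0.94 for FECH, the last enzyme of heme synthesis (adjusted p = 0.0555). Both FDXR sh434 arrays lay below both Ctrl shRNA arrays for all 68 genes, which held for 8904 of all 38598 probes and which chance gives for 16.7% of probes with 2 arrays against 2. The study chose these genes on the same arrays, so neither their common direction nor the count of 68 lower genes when adjusted over the list alone is independent evidence. With the spread following the signal and robust estimation 65 of the 68 were lower, and 63 were lower when the dimmer probes, those under the median signal, were left out before the test. Without any 1 of the arrays the count was 0 without the trend and 33 to 64 with it, and on all 4 arrays 68 were lower at an unadjusted p under 0.05.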

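Of 156 genes of the hallmark fatty acid metabolism set, written down from memory before the data were examined, 93 were measured with a named probe. In FDXR sh434 cells 52 of them had a positive and 41 a negative log2 fold change, with a median of 0.05. FASN, the fatty acid synthase, rose 2.36-fold, from a log2 signal of 9.08 ± 0.19 to 10.32 ± 0.039 (SD, n = 2 arrays each; standard error of the log2 fold change 0.131, adjusted p = 0.0334 from limma). No other gene of the set passed, and adjusted over the list alone 1 was higher and 1 lower. CRAT, the carnitine acetyltransferase, had a log2 fold change of 0.20 (standard error 0.103, adjusted p = 0.4), and PRDX6, a peroxiredoxin with phospholipase activity, one of -0.11 (standard error 0.101, adjusted p = 0.626).
Lists of lipid genes fixed before the data were examined were tested with camera, a test of a list against the other genes. Of 20 measured genes of fatty acid synthesis, elongation and desaturation, 2 were higher and 0 lower (8 higher and 2 lower when adjusted over the list alone). These were FASN and THRSP, a regulator of lipid synthesis, which rose 2.48-fold (standard error of the log2 fold change 0.106, adjusted p = 0.0241 from limma). SCD, the stearoyl-CoA desaturase, had a log2 fold change of 0.10 (standard error 0.103, adjusted p = 0.681). The list was shifted upwards by camera, at an assumed correlation of 0.01 between genes, with an adjusted p = 0.0355. With the estimated correlation, -0.0405, the camera adjusted p was 0.616. Of 15 measured genes of cholesterol synthesis, 1 was higher and 0 lower (9 higher and 0 lower when adjusted over the list alone). DHCR7, the reductase that makes cholesterol from 7-dehydrocholesterol, rose 1.8-fold (standard error of the log2 fold change 0.106, adjusted p = 0.0496). The shift of this list had an adjusted p = 0.000689 by camera and an adjusted p = 0.373 with its estimated correlation, -0.0417. Both estimates lie under the assumed 0.01, so a higher correlation between genes is not why the adjusted p rose. With an estimated correlation, camera tests on the 2 residual degrees of freedom of the fit, where few lists can pass. Fry, which tests whether the genes of a list move on balance 1 way, gave an adjusted p of 0.016 for fatty acid synthesis and 0.00442 for cholesterol synthesis. Of 26 genes of mitochondrial beta-oxidation only 10 were measured with a named probe. Among these 10, 0 passed by limma, with 0 higher and 1 lower at an unadjusted p under 0.05, when adjusted over the list alone and with the signal-dependent spread. Their median log2 fold change was 0.13 (camera adjusted p = 0.618).
Preranked GSEA on 14679 genes, ordered by the difference of mean log2 signals with genes higher in FDXR sh434 cells at the positive end, gave the hallmark set an enrichment score of 0.279 and a normalized score of 1.07 (gene permutation p = 0.321). The beta-oxidation list had a score of the opposite sign, -0.348, unlike its median (gene permutation p = 0.629). With the signal-dependent spread and robust estimation, 12 hallmark genes were higher and 4 lower.

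**Figure D1:**
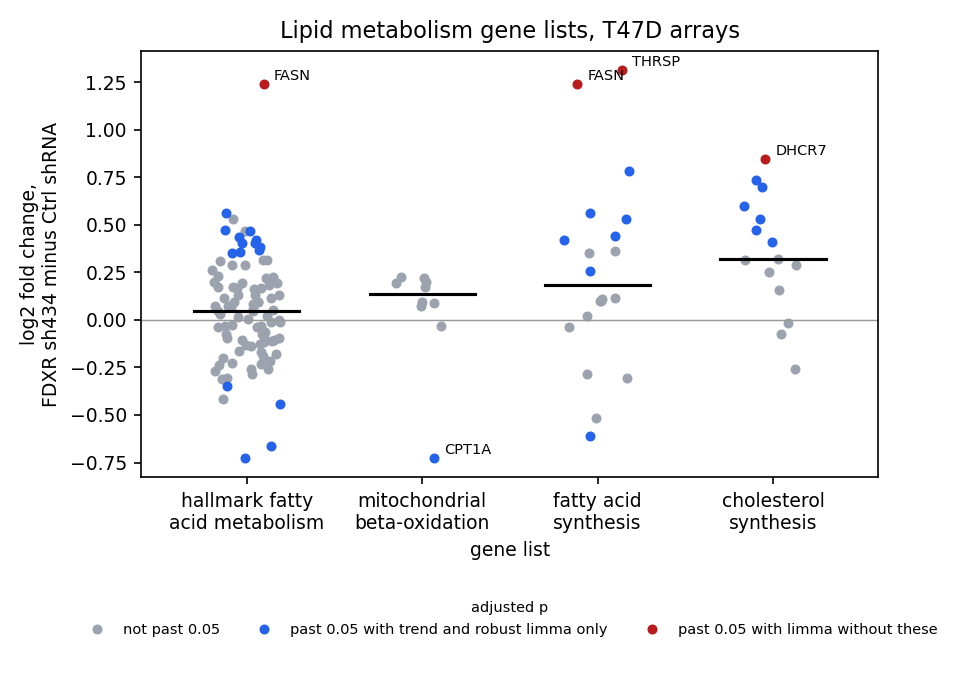
Log2 fold change (vertical axis, FDXR sh434 minus Ctrl shRNA, 2 arrays each) of each measured gene of 4 lipid gene lists (horizontal axis). Each point is a gene and each black bar the median of a list, coloured by whether the adjusted p passed 0.05 in limma without a trend (red), only with an intensity trend and robust estimation (blue) or in neither (grey). FASN, THRSP and DHCR7 are the red points, and CPT1A is the lowest point of the beta-oxidation list.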

Gene set enrichment analysis (GSEA) showed that fatty acid metabolism was enriched in groups that were positively regulated by FDXR (**Figure 1C**). Specifically, we found that CPT1A, which catalyzes acyl-CoA to acyl-carnitine to allow mitochondrial uptake of long-chain fatty acids and is a key rate-limiting enzyme for fatty acid oxidation (**Supplementary Figure 1D**) (52), was significantly decreased by FDXR KD in T47D lines (**Figure 1D**; **Supplementary Table 5**). Therefore, we hypothesized that the decrease in CPT1A is the main reason for the reduction in acyl-carnitine in FDXR-depleted cells.

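The log2 signal of CPT1A was 9.88 ± 0.0037 in Ctrl shRNA cells and 9.16 ± 0.065 in FDXR sh434 cells (SD, n = 2 arrays each). This is a log2 fold change of -0.73 with a standard error of 0.104, or 1.65-fold lower in FDXR sh434 cells, and both FDXR sh434 arrays lay below both Ctrl shRNA arrays. The adjusted p was 0.0575 from limma over all probes. It was 0.000141 with the signal-dependent spread and robust estimation, and over all the alternatives tried it ranged from 2.11e-05 to 0.357.
Of the 22 fatty acid metabolism genes of Figure 1D, 2 were lower at an adjusted p under 0.05 and 20 did not pass, with a median log2 fold change of -0.61. C3, the central component of complement, fell from 7.62 ± 0.11 to 5.22 ± 0.14 (SD, n = 2), a log2 fold change of -2.41 (standard error 0.127, adjusted p = 0.0181 from limma). LIPH, a membrane lipase that releases lysophosphatidic acid, had a log2 fold change of -1.22 (standard error 0.106, adjusted p = 0.0257). PTGES, the prostaglandin E synthase, had one of -0.78 (standard error 0.104, adjusted p = 0.0528), and ACOT4, an acyl-CoA thioesterase, one of -0.57 (standard error 0.106, adjusted p = 0.0869). The log2 fold change of PRKAA2, a catalytic subunit of AMP-activated kinase, was -0.76 (standard error 0.143, adjusted p = 0.089). PPARGC1A, the coactivator PGC1α, had one of -0.44 (standard error 0.167, adjusted p = 0.274). Its size depends on the array, with log2 signals of 4.936 and 4.904 on the Ctrl shRNA arrays and 4.702 and 4.26 on the FDXR sh434 arrays. The list was chosen by the study on these arrays, so neither its direction nor the 20 genes lower when adjusted over the list alone are independent evidence. With the signal-dependent spread and robust estimation 13 of the 22 were lower, CPT1A among them.
From the lower CPT1A level and the place of CPT1A in making acyl-carnitine, the paper hypothesizes that lower CPT1A is mainly why acyl-carnitine was reduced in FDXR-depleted cells.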

**Figure 1:**
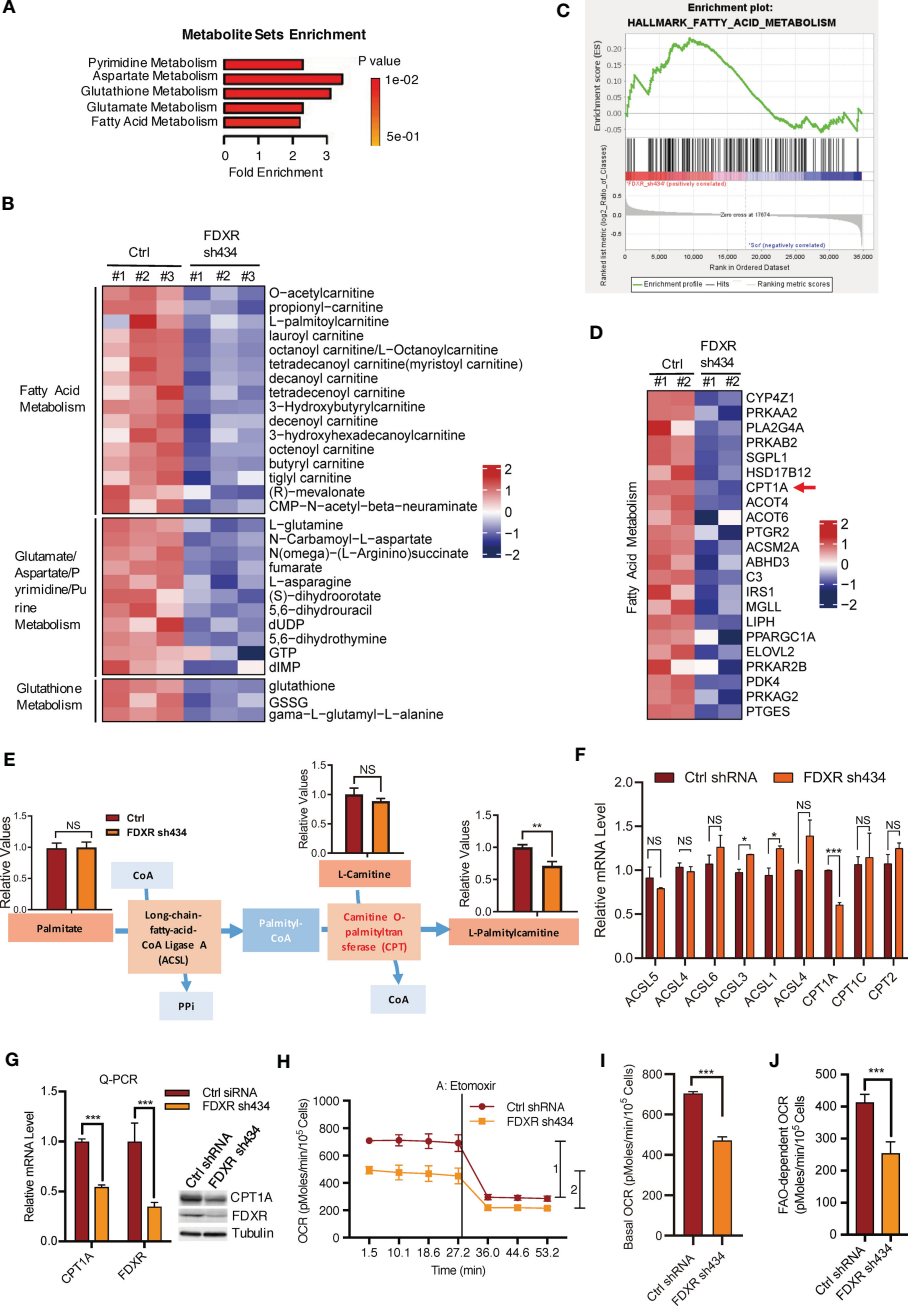
The effect of FDXR on metabolic pathways in ER+ breast cancer cells. **(A)** Metabolite sets enrichment analysis of targeted metabolomics assays in T47D cells infected with lentivirus encoding Ctrl shRNA and FDXR sh434. **(B)** Heatmaps showing the metabolites involved in the indicated metabolic pathways positively regulated by FDXR. **(C)** Gene set enrichment analysis (GSEA) of gene expression profile in T47D cells infected with lentivirus encoding Ctrl shRNA and FDXR sh434. **(D)** Heatmaps showing genes related to fatty acid metabolism positively regulated by FDXR. **(E)** The diagram for FDXR regulation on fatty acid metabolic pathway. **(F)** The relative mRNA levels of fatty acid associated genes under FDXR depletion from gene expression microarray. **(G)** Q-PCR and immunoblots assay to detect FDXR and CPT1A level from T47D cells infected with lentivirus encoding Ctrl shRNA and FDXR sh434. **(H–J)**. Seahorse assays **(H)** and their quantifications of basal OCR **(I)** and indicated 1 and 2 **(J)** for measurement of FAO-dependent OCR under the treatment of an FAO inhibitor etomoxir (40 μM) in T47D cells infected with lentivirus encoding Ctrl shRNA and FDXR sh434. *, **, and *** denote P-value of < 0.05, 0.01, and 0.005, respectively. NS denotes not significant.

To test this hypothesis, we specifically showed the metabolite levels related to the synthesis of palmitylcarnitine from palmitate (**Figure 1E**). Through LC-MS/MS, we confirmed that FDXR depletion decreased palmitylcarnitine, which is generated through CPT1-mediated catalysis of palmityl-CoA, but had no effect on palmitate or carnitine (**Figure 1E**). 

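Palmitate is activated to palmityl-CoA by the long-chain acyl-CoA synthetases (ACSL) and joined to carnitine by CPT1, and CPT2 turns the carnitine ester back to the CoA ester inside the mitochondrion. Of 9 genes of these families, 7 were measured with a named probe, and ACSL3 and CPT1B were not analysed here. Relative to the Ctrl shRNA array of replicate 1, CPT1A was at 0.996 on the other Ctrl shRNA array and at 0.62 and 0.59 on the FDXR sh434 arrays. ACSL5 was at 0.825 on the other Ctrl shRNA array and at 0.784 and 0.798 on the FDXR sh434 arrays, an ACSL5 log2 fold change of -0.20 (standard error 0.131, adjusted p = 0.5 from limma) that was -0.061 without Ctrl shRNA replicate 1 and -0.338 without Ctrl shRNA replicate 2. ACSL1 and ACSL4 had positive log2 fold changes, 0.41 (standard error 0.114, adjusted p = 0.175) and 0.47 (standard error 0.129, adjusted p = 0.169).
ACSL6 had a log2 fold change of 0.24 (standard error 0.133, adjusted p = 0.436) and CPT2 one of 0.22 (standard error 0.121, adjusted p = 0.429). For CPT1C it was 0.09 (standard error 0.188, adjusted p = 0.855), and -0.16 without the FDXR sh434 array of replicate 2. None of the 7 genes passed an adjusted p of 0.05 in limma over all probes, and at an unadjusted p under 0.05, as when adjusted over the list alone, 2 were higher and 1 was lower. With the signal-dependent spread and robust estimation CPT1A was lower and ACSL1 was higher (adjusted p = 0.0159 for ACSL1).

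**Figure D2:**
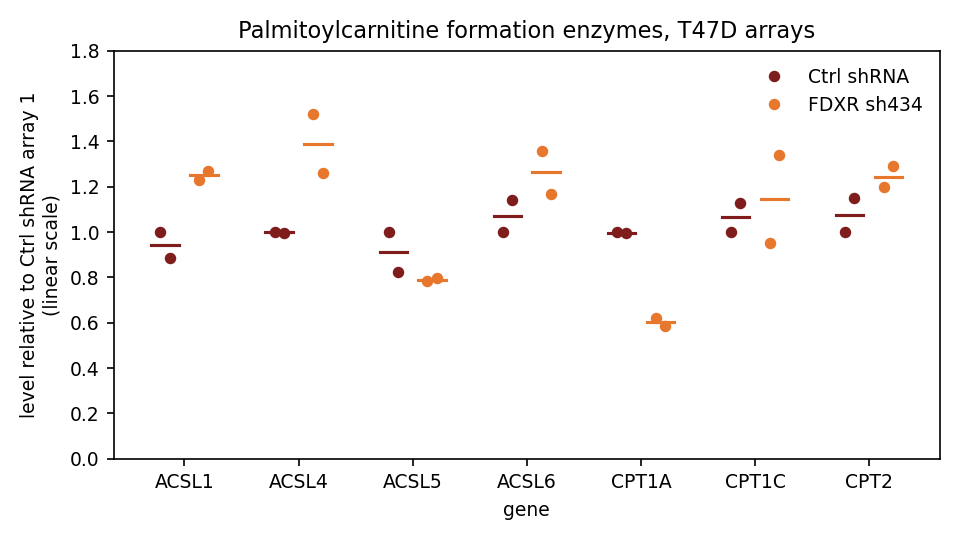
Linear signal of 7 genes of palmitylcarnitine formation (horizontal axis) on each array, relative to the Ctrl shRNA array of replicate 1 (vertical axis, no unit). Points are the 2 arrays of each condition and bars their mean. CPT1A lies at 0.62 and 0.59 in FDXR sh434 cells, below both Ctrl shRNA arrays, and ACSL1 lies at 1.23 and 1.27, above both.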

The gene expression profile showed that among the enzymes involved in the formation of palmitylcarnitine, only CPT1A was reduced by FDXR depletion (**Figure 1F**). Furthermore, Q-PCR and western blotting assays confirmed that FDXR depletion inhibited CPT1A expression (**Figure 1G**). The integrative analyses of the targeted metabolomics assay and gene expression profiling suggest that FDXR KD decreased acyl-carnitine by downregulating CPT1A expression. Since CPT1A is a key enzyme for fatty acid oxidation, we hypothesized that FDXR may consequently regulate fatty acid oxidation. We measured the oxygen consumption rate (OCR) with an XF-24 extracellular flux analyzer and found that FDXR KD inhibited basal levels of mitochondrial respiration. The decreased amount of OCR caused by etomoxir represents the amount of OCR derived from FAO pathway, therefore, we treated cells with etomoxir, an inhibitor of FAO that targets CPT1 used to measure FAO-dependent OCR in cells, and found that FDXR KD-mediated inhibition of OCR was largely mediated by FAO (**Figures 1H–J**). Collectively, these results suggest that FDXR positively regulates CPT1A expression and fatty acid oxidation.

### FDXR regulates fatty acid oxidation and tumor cell growth through CPT1A

To verify whether FDXR KD-mediated inhibition of fatty acid oxidation occurs through the downregulation of CPT1A, we further examined FAO-driven OCR by adding exogenous palmitate, which served as the sole carbon source driving OXPHOS. We found that FDXR KD abrogated palmitate-derived OCR, decreased basal and maximal respiration, and inhibited ATP production (**Figures 2A, B**). Then, we reconstituted CPT1A in FDXR KD cells and found that CPT1A could partially rescue the decrease in OCR caused by FDXR KD (**Figures 2C–E**), indicating that FDXR regulates FAO at least partially through CPT1A. Our data showed that depletion of FDXR inhibited tumor cell growth in T47D and MCF7 breast cancer cell lines (44) (**Supplementary Figures 2A–D**), and this phenotype could be at least partially rescued by the reconstitution of CPT1A expression (**Figures 2F, G**). Thus, our data indicate that FDXR regulates tumor cell growth through CPT1A. Similar to FDXR, as we previously reported (44), CPT1A was upregulated in breast cancer cell lines compared to the human mammary epithelial cell lines HMLE and MCF10A (**Figure 2H**), and higher expression of CPT1A was associated with decreases in overall survival (OS) (**Figures 2I, L**), disease-free survival (DFS) (**Figure 2J**) and disease-specific survival (DSS) (**Figure 2K**) in the METABRIC and TCGA ER+ breast patient datasets (**Supplementary Tables 6**, **7**). These data reveal FDXR-CPT1A-FAO axis as a potential target for breast cancer.

**Figure 2:**
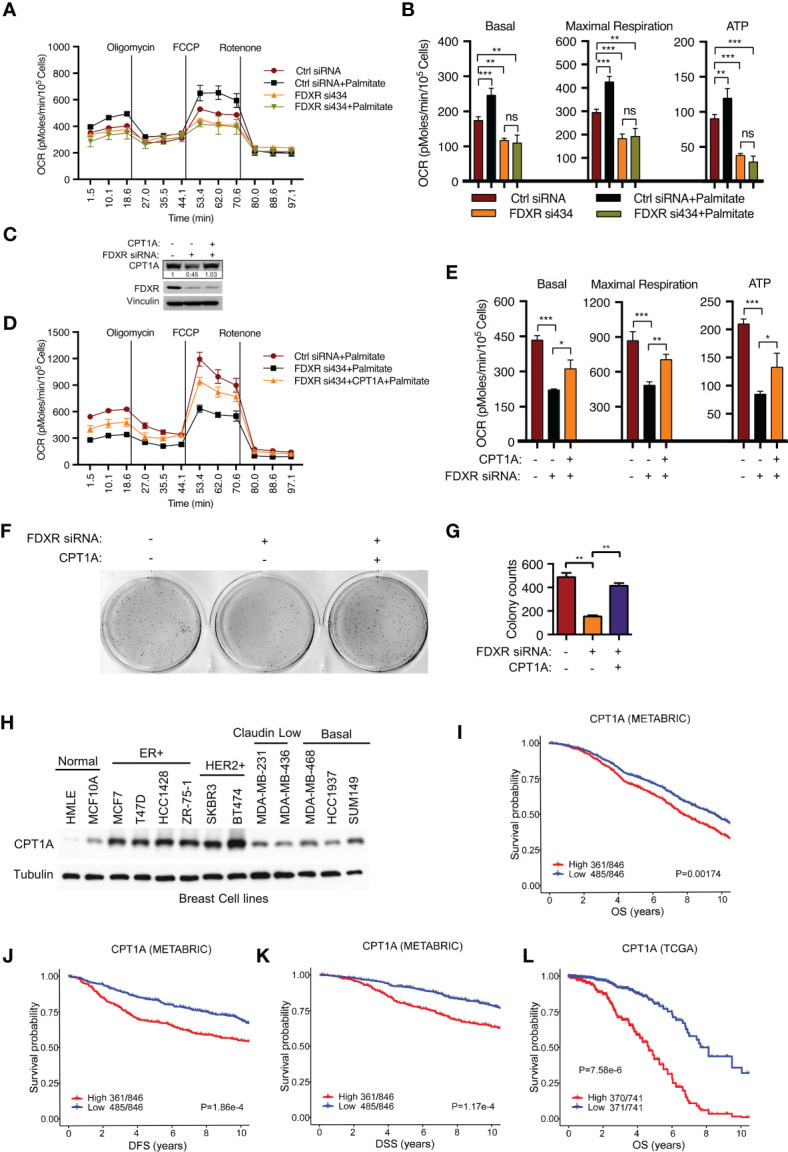
FDXR regulates fatty acid oxidation and tumor cell growth through CPT1A in ER+ breast cancer cells. **(A, B)** Seahorse assays **(A)** and their quantifications of basal, maximal respiration, or ATP production **(B)** from T47D cells transfected with Ctrl siRNA and FDXR si434. **(C–G)**. Immunoblots **(C)**, Seahorse assays **(D)** and their quantifications of basal, maximal respiration, or ATP production **(E)**, soft agar assays **(F)** and their quantifications **(G)** from T47D cells infected with vector (control) or CPT1A followed by transfection with Ctrl siRNA and FDXR si434. **(H)** Immunoblots of the breast cell lines as indicated. **(I–L)**. The Kaplan–Meier curves of overall survival (OS) **(I, L)**, disease free survival (DFS) **(J)**, and disease special survival (DSS) **(K)** based on CPT1A expression in ERα-positive patients from METABRIC **(I–K)** and TCGA **(L)** cohorts. Patients were rank-ordered and divided into two equal groups (low in blue and high in red), using the CPT1A gene expression levels. *, **, and *** denote P-value of < 0.05, 0.01, and 0.005, respectively. ns denotes not significant.

### FDXR is required for endocrine-resistant ER+ breast tumor growth

Endocrine therapy is the first-line clinical treatment for estrogen receptor-positive (ER+) breast cancer, but long-term hormone therapy, such as tamoxifen and fulvestrant, can lead to the development of endocrine resistance (53). Increasing evidence indicates that endocrine-resistant tumor cells exhibit a high mitochondrial OXPHOS status (54). Therefore, we examined whether FDXR-CPT1A-FAO axis-driven OXPHOS was responsible for endocrine resistance in breast cancer. According to previous reports (48, 49, 55), T47D and MCF7 cells were treated with 0.1 μM tamoxifen or fulvestrant for three weeks to induce drug resistance, and we found that long-term treatment with tamoxifen or fulvestrant increased the expression levels of FDXR and CPT1A (**Figures 3A, B**). Furthermore, western blotting, cell proliferation assays and anchorage-independent growth assays showed that FDXR KD in tamoxifen- or fulvestrant-resistant T47D and MCF7 cell lines inhibited CPT1A expression and decreased tumor cell growth (**Figures 3C–R**; **Supplementary Figures 3A–D**). As the endocrine-resistant cells were cultured in the presence of 100 nM tamoxifen or fulvestrant, and FDXR depletion along with this constant endocrine treatment in those cells blocked cell growth, implying that FDXR may sensitize these endocrine-resistant cells back to endocrine treatment and is essential for endocrine-resistant cell growth.

**Figure 3:**
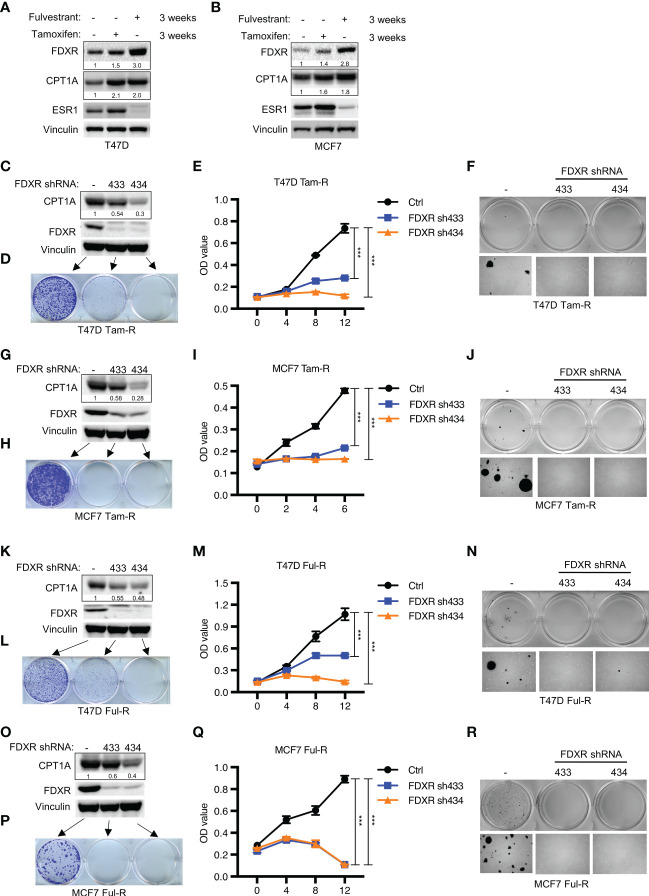
The effect of FDXR depletion on endocrine resistant ER+ breast cancer cell growth. **(A, B)** Immunoblot assays of T47D **(A)** or MCF7 **(B)** with three weeks of treatment with fulvestrant (0.1 μM) or tamoxifen (0.1 μM). **(C–R)** Immunoblot assays **(C, G, K, O)**, 2D colony formation **(D, H, L, P)**, cell proliferation **(E, I, M, Q)** and soft agar assay **(F, J, N, R)** from T47D or MCF7 tamoxifen-resistant (T47D Tam-R, MCF7 Tam-R) or fulvestrant-resistant (T47D Ful-R, MCF7 Ful-R) cells infected with lentivirus encoding Ctrl shRNA and FDXR shRNA (433 or 434). *** denote P-value of < 0.005.

### Endocrine-resistant ER+ breast cancer cells are highly dependent on fatty acid oxidation compared with primary cells

Given that both FDXR and CPT1A were upregulated by long-term treatment with tamoxifen or fulvestrant, we hypothesized that endocrine-resistant cells may rely more on the FDXR-CPT1A-FAO axis to survive the harsh environment than primary cells. To test this hypothesis, we performed MTT assays on primary and endocrine-resistant ER+ breast cancer cells treated with various concentrations of etomoxir. Our data showed that etomoxir inhibited the proliferation of primary and endocrine-resistant T47D and MCF7 cells, but endocrine-resistant breast cancer cells showed much lower IC50 values for etomoxir treatment (**Figures 4A, B**; **Supplementary Figures 4A, B**). In addition, 2D colony formation assays showed that endocrine-resistant breast cancer cells were more sensitive to etomoxir treatment than primary breast cancer cells (**Figures 4C, D**), indicating that endocrine-resistant breast cancer cells are more dependent on fatty acid oxidation. These data suggest that fatty acid oxidation is required for both primary and endocrine-resistant ER+ breast cancer cell proliferation, and endocrine-resistant cells rely highly on fatty acid oxidation compared with primary cells.

**Figure 4:**
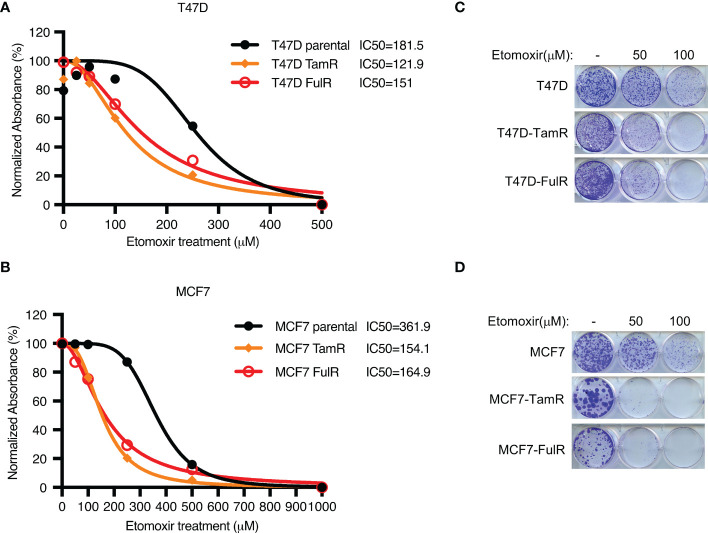
The effect of CPT1 inhibitor etomoxir on primary and endocrine resistant ER+ breast cancer cell growth. **(A–D)** Cell proliferation **(A, B)** and 2D colony formation **(C, D)** from T47D or MCF7 cells with or without the indicated doses of etomoxir treatment for 4 days and 10 days, respectively.

### Combining a CPT1 inhibitor with fulvestrant treatment synergistically reduces primary and endocrine-resistant ER+ breast cancer cell growth

Given that long-term tamoxifen or fulvestrant treatment increased CPT1A levels, we hypothesized that inhibiting CPT1A might synergize with endocrine therapy to exert enhanced therapeutic efficacy. We firstly examined the proper concentrations of tamoxifen/fulvestrant and CPT1 inhibitor etomoxir for their combinatory treatment by using different doses, we found that combining fulvestrant with etomoxir showed synergistic effect on inhibiting endocrine-resistant cancer cell growth in a dose-dependent manner (**Supplementary Figures 5A–F**). Moreover, our data showed that primary cells are indeed more sensitive than endocrine-resistant cells to endocrine treatment (**Supplementary Figures 5G, H**). Further, we found that treatment with either fulvestrant or etomoxir alone led to differential inhibition of cell proliferation in both primary and endocrine-resistant ER+ breast cancer, and combining etomoxir with fulvestrant resulted in a synergistic decrease in cell proliferation (**Figures 5A–F**). However, combining etomoxir with tamoxifen showed no synergistic effect on cell growth (**Supplementary Figures 5A, B**; **Supplementary Figure 6**) (56). Thus, our data reveal that the CPT1 inhibitor etomoxir restores the sensitivity of endocrine-resistant breast cancer cells to fulvestrant and that combining etomoxir with fulvestrant synergistically reduces breast cancer cell growth.

**Figure 5:**
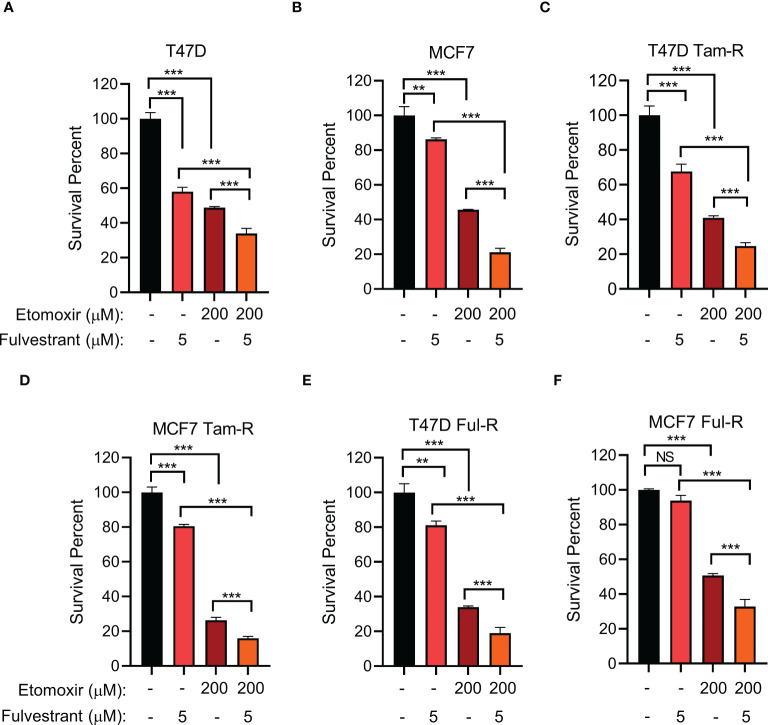
The effect of combined CPT1 inhibitor and fulvestrant treatment on primary and endocrine resistant ER+ breast tumor cell growth. **(A–F)** Cell survival analysis of the indicated T47D or MCF7 cell lines under the indicated treatments for 4 days. **, and *** denote P-value of < 0.05, 0.01, and 0.005, respectively. NS denotes not significant.

## Discussion

Endocrine therapies are the first-line treatment for early-stage ER+ breast cancers, but many patients relapse and develop drug resistance (53, 57). Understanding the factors and pathways that drive drug resistance has allowed the development of subsequent therapies and helped guide decision-making to maximize efficacious and successful treatment of cancers (58). Accumulating evidence has suggested that metabolic reprogramming is associated with drug resistance (59–61). Investigating metabolic alterations and therefore exploiting metabolic vulnerabilities in cancers are critical for precision medicine (62). Mitochondrial respiration is increased in response to endocrine resistance in ER+ breast cancer; however, the mechanism is not well understood (63). Previously, we showed that the EglN2-NRF1-PGC1α axis regulates mitochondrial function by promoting FDXR expression, but it is unclear how FDXR regulates mitochondrial function. Through an integrative targeted metabolomics assay and gene expression profiling approach, we found that FDXR was essential for fatty acid oxidation and mitochondrial respiration through the positive regulation of CPT1A. Furthermore, we found that endocrine-resistant breast cancer cells highly depend on the fatty acid oxidation pathway compared with primary cells, and the combination of endocrine therapy with an FAO inhibitor synergistically inhibits primary and endocrine-resistant breast cancer cell growth. Thus, we reveal an important mechanism of mitochondrial adaptation to endocrine treatment and provide a new therapeutic strategy by combining endocrine therapy with FAO inhibitors.

We found that FDXR correlated with mitochondrial OXPHOS genes in the ER+ breast cancer patients, while CPT1A did not have this correlation. Also, FDXR and CPT1A did not correlated in the ER+ breast cancer patients (**Supplementary Figures 7A–C**; **Supplementary Table 8**), the reason could be that both CPT1A and mitochondrial OXPHOS genes were downstream genes regulated by FDXR, and also other factors may co-regulate CPT1A expression. FDXR, which is a mitochondrial flavoprotein that initiates electron transport from NADPH, positively regulates ROS production (47) (**Supplementary Figure 8**). But whether this process contributes to mitochondrial OXPHOS and endocrine resistance requires further investigation. Also, we have been focusing on the regulatory mechanism of how FDXR regulates mitochondrial oxidative phosphorylation in this study, whether FDXR regulates the extracellular acidification rate (ECAR) and modulates oxidization of other primary mitochondrial fuels glucose and glutamine needs future study. Besides, it takes much longer time for obtaining the endocrine-resistant tumor tissues from breast cancer patients, future study will be needed to validate the roles of FDXR and CPT1A in endocrine resistance *in vivo* by patient-derived xenograft (PDX) models.

Lipid metabolism has been recognized as essential for tumor cell growth and progression (64, 65), and it has emerged as a promising target for many cancers (66, 67). Accumulating evidence suggests that alterations in lipid metabolism mediate the development of acquired drug resistance in various types of cancers, including breast cancer (60, 61). In this study, through combining different datasets derived from two separate cohorts of ER+ breast cancer patients, we show that higher expression of CPT1A is associated with worse prognosis. Further, we also find that the endocrine-resistant cell lines are highly sensitive to CPT1A inhibitor compared with primary cell lines, and endocrine treatment leads to upregulation of CPT1A, implying that cancer cells develop CPT1A-mediated pathway for cellular adaptation to the new environment. Therefore, CPT1A could be used as a biomarker and tested at baseline and after recurrence. As such, targeting CPT1A has a potential to be used in combination therapy with endocrine treatment. Our data have showed that endocrine resistant cells highly depend on FAO compared with primary cells, and inhibition of FAO with etomoxir significantly inhibits endocrine resistant cell growth. It is well-known that metabolic reprogramming plays an important role in development of drug resistance (59), but whether cell metabolisms can be reprogrammed towards glycolysis or glutamine following endocrine or etomoxir treatment awaits future investigation. It has reported that inhibition of glycolysis results in upregulation of FAO (68), but whether inhibition of FAO leads to metabolic reprogramming towards glycolysis or glutamine needs future study. These studies may provide additional combination therapies for breast cancer.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

QZ and JZ conceived and supervised the project. JZ and CY analyzed the data. JZ and CY performed most of experiments. RG and CG performed bioinformatics analyses. KH and MC performed plasmid construction. XL helped with metabolomics assays. QZ, JZ, and CY wrote the paper with critical comments from all authors. All authors contributed to the article and approved the submitted version.

## Supplementary material

Supplementary Figure 1 Integrative analyses of the targeted metabolomics and gene expression prolife reveal FDXR-mediated gene regulation of cell metabolism in ER+ breast cancer. **(A)** Heatmap analysis of the targeted metabolomics assays from T47D cells infected with lentivirus encoding Ctrl shRNA and FDXR sh434. **(B)** Heatmaps showing differentially regulated metabolites affected by FDXR in T47D cells infected with lentivirus harboring either Ctrl shRNA or FDXR sh434. **(C)** Heatmaps showing metabolism-related genes positively regulated by FDXR from T47D cells infected with lentivirus encoding Ctrl shRNA and FDXR sh434. **(D)** Schematic diagram showing CPT1-mediated regulation of fatty acid oxidation pathway to feed TCA cycle for mitochondrial oxidative phosphorylation.

Supplementary Figure 2 FDXR is essential for MCF7 cells proliferation. **(A–D)** Immunoblot assays **(A)**, cell proliferation **(B)**, soft agar assay **(C)** and quantification **(D)** for MCF7 cells infected with lentivirus encoding Ctrl shRNA and FDXR shRNA (433 or 434). *** denote P-value of < 0.005.

Supplementary Figure 3 FDXR is required for the endocrine resistant ER+ breast cancer cell growth. **(A–D)** Quantification of soft agar assays described in **Figures 3D, H, L, P**, respectively. *** denote P-value of < 0.005.

Supplementary Figure 4 The effect of CPT1 inhibitor etomoxir on primary and endocrine resistant ER+ breast cancer cell growth. **(A, B)** Cell proliferation of primary or endocrine resistant T47D or MCF7 cells with or without the indicated doses of etomoxir treatment for 4 days. *, **, and *** denote P-value of < 0.05, 0.01, and 0.005, respectively. NS denotes not significant.

Supplementary Figure 5 The effect of CPT1 inhibitor etomoxir on primary and endocrine resistant ER+ breast cancer cell growth. **(A–F)** Cell survival analysis of the indicated primary or endocrine resistant T47D or MCF7 cell lines under the indicated treatments for 4 days. **(G, H)** MTS assays of primary or endocrine resistant T47D or MCF7 cells with or without tamoxifen (5 μM) or fulvestrant (5 μM) treatment for 4 days. *, **, and *** denote P-value of < 0.05, 0.01, and 0.005, respectively. NS denotes not significant.

Supplementary Figure 6 The effect of combined etomoxir and tamoxifen treatment on tamoxifen-resistant ER+ breast cells. Cell survival analysis from tamoxifen-resistant T47D cells with the indicated treatments with etomoxir (200 μM) and tamoxifen (5 μM) for 4 days. *, **, and *** denote P-value of < 0.05, 0.01, and 0.005, respectively. NS denotes not significant.

Supplementary Figure 7 Correlation of FDXR with OXPHOS-related gene expression in ER+ patients. **(A, B)** Correlation analysis of FDXR or CPT1A with OXPHOS-related parameters in the ER+ cohort of patients. **(C)** Correlation between FDXR and CPT1A in the ER+ cohort of patients.

Supplementary Figure 8 Silencing of FDXR reduces cellular ROS production. ROS level analysis by using DCFH-DA from T47D cells transfected with FDXR siRNA. * denote P-value of < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

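RNA of T47D cells infected with virus encoding Ctrl shRNA or FDXR sh434 was measured on 4 Affymetrix arrays, 2 per condition. The submitters' labels call the samples biological replicates, prepared by the standard Affymetrix protocol. The paper names a lentivirus and the labels a retrovirus. The authors deposited log2 signals that are on 1 scale across the arrays, with medians from 4.76 to 4.78 and values from 0.69 to 13.74. How the probes were summarised and normalized is not given in the sources used here, and the submitters' processing notes name limma 3.50.3. For the 83 probes of Supplementary Tables 4 and 5 the deposited values equal those of the tables, with a largest difference of 5.0e-05. No scanner values were used, so the signal over background of a probe is unknown, and the number of arrays limits the precision.

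Probes were named through the annotation of the array: 15715 probes had 1 gene symbol, 0 had several and 22883 had none. Another 36 were named through Supplementary Tables 4 and 5 alone and were used only for the genes of these tables. In all, 15751 probes named 14714 genes. A gene with several probes was represented by the probe with the highest mean signal. For ACOT6 and PTGR2 this is not the probe of Supplementary Table 5. FDXR, ACSL3 and CPT1B have no named probe and were not analysed here. The values of 1452 probes equal those of another probe on all 4 arrays, within 0.0001, and form 489 distinct sets of values.

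Differential expression was tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3 on the deposited log2 values, with condition as the only term, no filter, no trend and Benjamini-Hochberg adjustment over 38598 probes at a threshold of 0.05. The package and the threshold are those that the paper's methods name. The fold changes of Supplementary Tables 4 and 5 equal those of voom on the log2 values, run with quantile normalization, which is 1 of the alternatives. The fit had 2 residual degrees of freedom and 3.45 prior degrees of freedom. In the alternative called the signal-dependent spread, eBayes used an intensity trend and robust estimation. The other alternatives fixed before the data were examined were the replicate number as a block, quantile normalization, median centring, leaving out probes under the median signal, testing named probes only, array weights, voom on the log2 values, limma on log2 of the log2 values, fold change thresholds, the methods' t-test on log2 and on linear values, and each array left out in turn. Alternatives added after seeing the data were the intensity trend and the robust estimation each alone, repeated values counted 1 time, the trend with the block and with each array left out, the study's own probes, genes named only by the study in GSEA, and camera with the trend.

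Of 38 gene lists fixed before the data were examined, 2 are the study's own (Figure 1D and Supplementary Figure 1C) and were only counted, and 28 with at least 5 measured genes were tested with limma's camera at an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists. Beside it stand camera with an estimated correlation and fry, which tests whether the genes of a list move on balance 1 way and does not compare them with other genes. The lists, including the hallmark set, were written from memory and can differ from published sets. GSEA was run preranked with fgsea 1.28.0 and 10000 gene permutations, since 2 arrays per condition allow no useful permutation of arrays. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, matplotlib 3.10.9 and statmod 1.5.0 were also used.

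The genes named in the text follow a rule written before the data were examined, but after Supplementary Tables 4 and 5 and Figure 1 had been read: every gene of Figure 1D, Figure 1F and Supplementary Table 4, the 10 largest increases and decreases among named probes past the threshold whose arrays do not overlap and whose brighter condition reaches the median signal, and in each list at most 4 genes past the threshold and the 2 brightest that did not pass. The rule takes 175 genes, of which 45 passed, and some of them are not reported here.

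The fits were tested on simulated arrays of 38598 probes, with a spread drawn from limma's intensity trend on the real arrays. Noise was independent between probes, and only probes at or above the median signal were changed. This favours the fit with the trend and the filter on dim probes. The check on lists below therefore cannot address correlation between genes. With 200 probes changed, 100 by a log2 fold change of 0.7 and 100 by 1, limma without a trend recovered 0 of 100 at either size, with the signal-dependent spread it recovered 54 and 94, with 6 unchanged probes called, and without the dimmer probes it recovered 47 and 90, with 2 unchanged probes called. A second simulation, added after that result was seen, changed 3000 probes, 1500 at each size. There limma without a trend recovered 1128 and 1447 with 107 unchanged probes called, and with the signal-dependent spread 1358 and 1484 with 144. The methods' t-test after Benjamini-Hochberg adjustment recovered 0 in both. A simulated list of 27 genes, all shifted down by the same amount, was found by camera, fry and GSEA, and an unshifted list of the same size by none of them. This says little of lists with small shifts or mixed directions, and camera with an estimated correlation was not run on the simulated lists.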

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

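The gene lists in this part are not those of the paper's tables and figures. Of the genes named here, C3, IGFBP4 and SAA2 are in its Supplementary Tables 4 or 5. The tests of array scaling and of differences between arrays of 1 condition were chosen after the medians of the lists had been seen and before the values of the tests were. The calls of single genes by limma in this part were lost without any 1 of the 4 arrays in the fit without a trend. With the intensity trend, a setting added after seeing the data, all 45 named genes past the threshold, which include these, kept their call and sign without any 1 array. The study's Supplementary Tables 4 and 5, chosen on these arrays, hold 1 gene each of the interferon, NF-kappa B and acute phase lists, 2 each of the estrogen receptor and fatty acid synthesis lists and 4 of the nucleotide synthesis list.

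Of 27 measured interferon-stimulated genes, 3 were lower and 0 higher by limma at an adjusted p under 0.05 (19 lower and 0 higher when adjusted over the list alone), with a median log2 fold change of -0.598. These were IFI44L at -1.69, the antiviral protein gene IFIT3 at -1.34 and the ubiquitin-like modifier gene ISG15 at -1.20, and BST2 (tetherin) did not pass at -0.86 (adjusted p = 0.0512). Of 13 NF-kappa B target genes, 2 were lower and 0 higher (8 lower and 0 higher when adjusted over the list alone), with a median of -0.396: the adhesion molecule ICAM1 at -1.25 and the chemokine CCL2 at -1.22. Of 10 acute phase and complement genes, 3 were lower and 0 higher (3 lower and 1 higher when adjusted over the list alone), with a median of -0.377: C3, SAA1 at -1.62 and complement factor B (CFB) at -1.18, while CLU (clusterin), at 0.46, did not pass. The shift of these lists had a camera adjusted p = 6.15e-17, 2.14e-05 and 0.00235, which became an adjusted p = 0.285, 0.372 and 0.734 with an estimated correlation. The estimates were -0.0325, -0.0428 and 0.21, against the 0.01 assumed. For the first 2 lists a higher correlation between genes is therefore not why the adjusted p rose. With an estimated correlation, camera tests on the 2 residual degrees of freedom of the fit, where few lists can pass. Fry, which does not compare a list with other genes, gave these lists an adjusted p of 0.00479, 0.0313 and 0.0386.

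For the interferon-stimulated genes, quantile normalization left the median at -0.601, against -0.598 before, which argues against differences in scale between whole arrays. The arrays were already on 1 scale before it. The middle 95% of the medians of 10000 random lists matched on signal ranged from -0.084 to 0.13. The list had been picked for its shift against other genes on these arrays, so that comparison adds no independent evidence. The largest median difference between arrays of the same condition was 0.026, which argues against variation between arrays of 1 condition. A response of the cells to FDXR depletion may account for the pattern, as a hypothesis. Silencing of other transcripts by the 1 hairpin on these arrays and a difference between the infected cell populations were not tested and stay open.

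The 20 genes of fatty acid synthesis had a median log2 fold change of 0.185, and the 15 of cholesterol synthesis 0.321. Together, as 35 genes, they had a median of 0.313, which was 0.27 after quantile normalization against -0.069 to 0.125 in random lists. Between arrays of the same condition the largest median difference was 0.035. For the 35 genes together, the median after quantile normalization argues against differences in scale between whole arrays. The difference between arrays argues against variation between arrays of 1 condition. The 2 lists were not tested singly. They were picked for their shift on these arrays, so the comparison with random lists adds no independent evidence. An effect of FDXR depletion on the expression of these genes may be followed up as a hypothesis. The hairpin's effect on other transcripts and culture differences, such as cell density, were not tested and stay open.

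Of 25 measured estrogen receptor target genes, 2 were lower and 0 higher (8 lower and 0 higher when adjusted over the list alone), with a median of -0.225 (camera adjusted p = 0.000122, adjusted p = 0.372 with an estimated correlation): IGFBP4 and the matrix protein gene EFEMP1 at -0.94, while the progesterone receptor gene PGR, at -0.75, and the protease gene CTSD, at 0.07, did not pass (adjusted p = 0.0575 and 0.765). Fry gave this list an adjusted p of 0.00442. After quantile normalization the median was -0.28, against -0.078 to 0.138 in random lists. Between arrays of the same condition the largest median difference was 0.042. The median after quantile normalization argues against differences in scale between whole arrays, and the difference between arrays against variation within a condition. This list too was picked for its shift, so the comparison with random lists adds no independent evidence. An effect of FDXR depletion on these genes may be followed up as a hypothesis, and effects of the hairpin on other transcripts and of the culture were not tested and stay open here too.

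Lists of the cell cycle and of nucleotide synthesis had small shifts. The median log2 fold change was -0.127 for 19 genes of purine and pyrimidine synthesis, -0.091 for 22 of DNA replication and S phase and -0.083 for 24 of mitosis, and 0 genes of these lists passed by limma. At an unadjusted p under 0.05, 7 were lower and 2 higher in purine and pyrimidine synthesis, 7 lower and 2 higher in S phase and 6 lower and 1 higher in mitosis. When adjusted over the list alone 6, 5 and 0 were lower and 2, 2 and 0 higher, and with the signal-dependent spread 7, 6 and 6 were lower and 1, 1 and 0 higher. The camera adjusted p of 0.0304, 0.0305 and 0.0304 became an adjusted p = 0.734, 0.734 and 0.736 with an estimated correlation. None of these lists passed fry, with an adjusted p of 0.103 for each. The log2 fold change was -0.48 for the replication clamp gene PCNA (adjusted p = 0.118), -0.44 for the kinesin gene KIF11 (adjusted p = 0.175) and -0.09 for the topoisomerase gene TOP2A (adjusted p = 0.723).

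Among probes named by the annotation and past the threshold, the largest increases were in SERHL2 with a log2 fold change of 2.25, LRRC31 with 2.18, BAMBI, a pseudoreceptor of TGF-beta signalling, with 2.02, ZSCAN12P1 with 1.76, the adhesion molecule CEACAM6 with 1.73, BCAS1 with 1.65, TM4SF1 with 1.60 and KITLG, the ligand of KIT, with 1.47. USP17L12 and USP17L9P, both with 1.51, have identical values on all 4 arrays and are near-identical copies, so the gene behind the signal is uncertain. Among probes named by the annotation, the largest decreases after C3, which leave out the SAA2 of Supplementary Table 4 at -2.35, were in SNAR-H, a small RNA of a multicopy family and so uncertain, with -1.97, ANKFN1 with -1.88, the proteoglycan gene LUM with -1.86, the kinase gene UHMK1 with -1.75, the matrix protein gene MATN3 with -1.69, IFI44L with -1.69, LRIG3 with -1.64, SAA1 with -1.62 and the actin-bundling protein gene PLS1 with -1.58. Their standard errors ranged from 0.101 to 0.206 and their adjusted p from 0.0181 to 0.0449 by limma.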

How the results depend on the processing

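With 2 arrays per condition, calls depend on how limma shares the spread. The count of kept signs given below says little of other probes. Many named genes were picked for their change or by the study as lower, and several settings leave the fold change itself unaltered. The alternatives with an intensity trend alone, with repeated values counted 1 time, with the study's own probes, and the trend combined with the block or with an array left out were chosen after seeing the data. Of 175 named genes, 168 kept the sign of their log2 fold change in every limma setting, and all 45 that passed lost their call with the replicate block, with log2 of the log2 values and without any 1 array. With the intensity trend all 45 kept it without any 1 array. With the signal-dependent spread 73 of the others were called and none of the 45 was lost. The cause of these differences was not tested. Leaving out arrays leaves fewer samples. Leaving out dim probes leaves fewer tests, 19299 of 38598, which alone cannot take the limma adjusted p of CPT1A from 0.0575 to 0.00742. It also leaves out probes with a larger spread. The median residual SD was 0.162 among the dimmest 9650 probes and 0.0728 among the brightest 9650. The test of seed matches of the hairpin was not run, because no transcript sequences were used here.

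The number of probes past the threshold, 270 on the values as deposited, was 259 after quantile normalization, where 34.7% of them were higher, 281 after median centring (43.4% higher) and 42.6% higher as deposited. It was 2541 of 19299 without the dimmer probes (1546 higher, 995 lower), 687 of 15715 named probes (390 higher, 297 lower), 3255 with the intensity trend and robust estimation (59.5% higher), 3272 with the trend only, 3804 with the trend and the replicate block and 2913 with voom on the log2 values (51.7% higher). It was 0 with the replicate block (6268 at an unadjusted p under 0.05), with log2 of the log2 values (5503), with the methods' t-test (5368) and with that t-test on linear values (5361), and 0 without any 1 array, while the trend with 1 array left out gave 571 to 2933. At an unadjusted p under 0.05 it was 6659 by limma. Of the 270, all were called with the intensity trend and robust estimation and with voom, 254 without the dimmer probes, 241 after quantile normalization and 124 among named probes. The fits without the dimmer probes and among named probes did not test every one of the 270, so a probe missing there need not be a lost call. At a fold change of at least 1.5 all 270 remained, and at a log2 fold change of at least 1, 191. No pairing by replicate number was seen: across probes, the deviations of arrays of the same number had a correlation of 0.002. This cannot show whether samples of the same number were prepared together.

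The CPT1A log2 fold change was -0.726 and passed without the dimmer probes (adjusted p = 0.00742), among named probes (0.0247), with the intensity trend and robust estimation (0.000141), with the trend only (0.000158) and with the trend and the block (2.11e-05). With voom it was -0.104 on that scale (0.000257), and with the trend and 1 array left out it was -0.772 to -0.68 (0.0023 to 0.0189). By the methods' t-test CPT1A passed before adjustment at -0.726, and at -0.725 on linear values, and not after it. It did not pass with the block (0.12), quantile normalization (0.0621), median centring (0.0573), array weights (0.0601), log2 of the log2 values (0.259) or without 1 array (0.212 to 0.357). The count of lower enzymes of palmitylcarnitine formation, 0 by limma, was 1 (CPT1A) without the dimmer probes, among named probes, with each trend setting, with voom and by the methods' t-test before adjustment on log2 and on linear values.

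Of the 68 genes of Supplementary Figure 1C, 15 were lower as deposited, 63 without the dimmer probes, 35 among named probes, 65 with each trend setting on all arrays, with the study's own probes and the trend, and with voom, 9 with array weights, 9 with repeated values counted 1 time, 60 by the methods' t-test before adjustment, and 0 after it, with the block, with log2 of the log2 values and without any 1 array (33 to 64 with the trend). Of the 22 of Figure 1D, 2 were lower as deposited, 12 without the dimmer probes, 7 among named probes, 13 with the trend and with voom, 12 with the study's own probes and the trend, 16 with the trend and the block, 13 by the t-test before adjustment, and 0 after it, with the block, with log2 of the log2 values and without any 1 array (6 to 13 with the trend).

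The hallmark enrichment score of 0.279 ranged from 0.213, ranked by the log2 ratio of mean log2 values, to 0.289, ranked by the moderated statistic, over the other settings with all arrays, and from 0.227 to 0.315 without 1 array. It was -0.348 with the beta-oxidation list. The hallmark list's p was 0.647 by camera, 0.705 with an estimated correlation and 0.0682 by fry. Of 28 lists, 9 passed camera, also with the block, the mean over probes of a gene and the trend, 7 passed fry and 0 passed with an estimated correlation. The estimates rest on 2 residual degrees of freedom. With an estimated correlation camera also tests on these 2 degrees of freedom, so few lists can pass. For several of the 9 lists, such as the interferon-stimulated genes (-0.0325), the estimates lie under the assumed 0.01. By fry the iron-sulfur cluster assembly list also passed, upwards (adjusted p = 0.0104), while the direction turned for cellular iron handling (0.904), glycolysis (0.912) and the integrated stress response (0.912), none of which passed.

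Some genes near 0, none of which passed, changed sign. The CPT1C log2 fold change was -0.161 to 0.335 without 1 array. The HACD3 log2 fold change (-0.035) was 0.01 after quantile normalization, 0.001 with voom and -0.1 to 0.031 without 1 array. Without 1 array the LHX1 log2 fold change (-0.084) was -0.192 to 0.023, the NCOA4 log2 fold change (-0.092) -0.206 to 0.022 and the NKG7 log2 fold change (-0.078) -0.189 to 0.034. The MIF log2 fold change (-0.003) was 0.003 after median centring and -0.054 to 0.047 without 1 array. The RPL11 log2 fold change (-0.002) was 0.008 after quantile normalization, 0.005 after median centring, 0.001 with voom and -0.061 to 0.058 without 1 array.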

Differences from the paper's values

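The paper's adjusted p for CPT1A in Supplementary Table 4 is 0.000251, and limma on the deposited log2 values gave 0.0575. Of the alternatives set before the data were examined, voom on the log2 values gave a value within 1.5 times of the paper's, 0.000257. The others did not, and of these the intensity trend with robust estimation (0.000141), the filter on dim probes (0.00742) and named probes only (0.0247) also called CPT1A, as did the methods' t-test before adjustment. The intensity trend alone, chosen after seeing the values, gave 0.000158.

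At an adjusted p under 0.05, the threshold of the paper's methods, the paper's Supplementary Table 4 holds 65 of 68 genes, and limma here called 15. Among the alternatives set before the data were examined, the filter on dim probes (63), the intensity trend with robust estimation (65) and voom on the log2 values (65) came within 1.5 times of the paper's count, and the others did not. The trend alone, also with the block, reached 65, was chosen after seeing the values and drops 0 of the genes the paper calls, and the trend without Ctrl shRNA replicate 1 or 2, chosen likewise, called 63 and 64 and drops 2 and 3, but without FDXR sh434 replicate 1 or 2 it called 37 and 33 and drops 28 and 32. Before adjustment, the methods' t-test had 60 lower genes. The paper's Supplementary Table 5 holds 12 of 22 genes under the threshold, and limma called 2. The filter on dim probes, the intensity trend with robust estimation and voom each called 12 with the probes of that table, and the others set before the data were examined differed. The trend alone, chosen after seeing the values, called 12 as well, and with the block 16, and both drop 0 of the genes the paper calls, while the trend without Ctrl shRNA replicate 1 or 2, chosen likewise, called 10 and 12 and drops 2 in each case, and without FDXR sh434 replicate 1 or 2 it called 5 and 6 and drops 7 and 6.

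The logFC column of both tables is not on the log2 scale of the signals: for all 83 genes it equals the fold change that voom gives when the log2 values are taken as counts, with a largest difference of 2.3e-05. For CPT1A the paper's logFC is -0.104, equal to the value here on that scale, and the log2 fold change is -0.73. The voom fit also gave the paper's counts of genes under the threshold, 65 and 12. Its CPT1A adjusted p was 0.000257, against the paper's 0.000251.

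The enrichment score of the hallmark set is about 0.23 in Fig. 1C, read by eye, and was 0.279 here with a set written from memory, of which part was measured. The SD over the scores with 1 array left out was 0.0369. Ranking by the log2 ratio of mean log2 values (0.213), the filter on dim probes (0.264) and leaving out Ctrl shRNA replicate 2 (0.227) came within it. The other alternatives set before the data were examined did not. These scores share arrays, so this SD is not the sampling error of the score. It also leaves out the reading by eye and the set from memory, so it cannot decide whether the scores differ. Adding the genes that only the study names, chosen after seeing the values, gave 0.266.

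The paper states that fatty acid metabolism was enriched among genes positively regulated by FDXR. Here the score was positive at the end of genes higher in FDXR sh434 cells, with a gene permutation p = 0.321, and the curve of Fig. 1C also rises at the end its axis marks for FDXR sh434. The log2 fold change of CPT1A has the direction that the paper states, and so does the score of the beta-oxidation list, -0.348 (gene permutation p = 0.629), whose leading edge is CPT1A alone. Only 10 of the 26 genes of that list were measured. Of these 10, 8 had a positive log2 fold change, with a median of 0.13, and camera and fry gave the list the upward direction without passing.

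The paper states that CPT1A alone was reduced among the enzymes of palmitylcarnitine formation. Here 2 of 7 measured genes, CPT1A and ACSL5, had a negative log2 fold change and none passed limma without a trend, while with the intensity trend and robust estimation CPT1A was lower and ACSL1 higher. The ACSL5 log2 fold change rests on 1 control array, -0.061 without Ctrl shRNA replicate 1 and -0.338 without Ctrl shRNA replicate 2, and its probe is dim, with means of 3.7 and 3.5 against a median signal of 4.76. The relative levels drawn in Fig. 1F match those computed here for the 6 genes compared. The methods set an adjusted p under 0.05, and the paper's own adjusted p is 0.05 or more for 3 genes of Supplementary Table 4 and 10 of Supplementary Table 5.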

Other observations

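Besides the lists already described, 16 tested lists did not pass camera, with adjusted p from 0.269 to 0.988 and median log2 fold changes from -0.09 to 0.14. Together with 4 lists too small to test they hold 198 measured genes, of which 1 was higher and 0 lower by limma at an adjusted p under 0.05. At an unadjusted p under 0.05, 29 were higher and 18 lower, and with the intensity trend and robust estimation 21 were higher and 15 lower. The gene past the threshold was FN1 (fibronectin), with a log2 fold change of 1.21 (standard error 0.107, adjusted p = 0.0258), and CD44, an adhesion receptor of the same list of basal, mesenchymal and fibroblast markers, had one of 0.63 (adjusted p = 0.0731). The list as a whole, of 11 measured genes, had a median of 0.07 (camera adjusted p = 0.536). Of 11 luminal epithelial markers the median was 0.05 (camera adjusted p = 0.564), with -0.15 for the transcription factor GATA3 (adjusted p = 0.514) and 0.26 for keratin 18, KRT18 (adjusted p = 0.287). Among 6 markers of the embryonic kidney cells used to package virus, the median was 0.01 (camera adjusted p = 0.828).

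Genes of mitochondrial metabolism near FDXR's known role had no shift past the threshold by camera. The median log2 fold change was 0.10 over 19 genes of iron-sulfur cluster assembly (adjusted p = 0.43), 0.14 over 8 genes of heme synthesis (0.988), 0.04 over 11 genes of cellular iron handling (0.962), 0.05 over 19 subunits of respiratory complexes II, III and IV (0.82) and 0.05 over 11 genes of the tricarboxylic acid cycle (0.564). It was 0.05 over 7 genes of peroxisomal fatty acid oxidation (0.564), 0.06 over 10 targets of PPAR alpha (0.564), 0.14 over 13 hypoxia-induced genes (0.269), -0.09 over 16 p53 targets (0.269), 0.02 over 13 glutathione and NRF2 targets (0.835), -0.05 over 20 genes of the integrated stress response (0.82), 0.002 over 8 genes of glycolysis (0.848) and -0.01 over 14 ribosomal proteins (0.536). For heme synthesis, iron handling, glycolysis, the respiratory complexes, PPAR alpha and NRF2 targets the median and the direction that camera gave differ in sign. Subunits of complex I and of AMP-activated kinase, mitochondrially encoded genes and replication-dependent histones had no probe named by the annotation and were not analysed here as lists.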
